# Genes related to the very early stage of ConA-induced fulminant hepatitis: a gene-chip-based study in a mouse model

**DOI:** 10.1186/1471-2164-11-240

**Published:** 2010-04-15

**Authors:** Feng Chen, Hai-Hong Zhu, Lin-Fu Zhou, Jie Li, Li-Ying Zhao, Shan-Shan Wu, Jing Wang, Wei Liu, Zhi Chen

## Abstract

**Background:**

Due to the high morbidity and mortality of fulminant hepatitis, early diagnosis followed by early effective treatment is the key for prognosis improvement. So far, little is known about the gene expression changes in the early stage of this serious illness. Identification of the genes related to the very early stage of fulminant hepatitis development may provide precise clues for early diagnosis.

**Results:**

Balb/C mice were used for ConA injection to induce fulminant hepatitis that was confirmed by pathological and biochemical examination. After a gene chip-based screening, the data of gene expression in the liver, was further dissected by ANOVA analysis, gene expression profiles, gene network construction and real-time RT-PCR.

At the very early stage of ConA-triggered fulminant hepatitis, totally 1,473 genes with different expression variations were identified. Among these, 26 genes were finally selected for further investigation. The data from gene network analysis demonstrate that two genes, MPDZ and Acsl1, localized in the core of the network.

**Conclusions:**

At the early stages of fulminant hepatitis, expression of twenty-six genes involved in protein transport, transcription regulation and cell metabolism altered significantly. These genes form a network and have shown strong correlation with fulminant hepatitis development. Our study provides several potential targets for the early diagnosis of fulminant hepatitis.

## Background

Fulminant hepatitis mainly develops from chronic or acute hepatitis B virus (HBV) infection. It has been reported that world widely about 400 million people are living with chronic HBV infection. While 500,000 people die from HBV-related liver cirrhosis and hepatocellular carcinoma, acute fulminant hepatitis B causes additional 40,000 deaths each year[1].

Despite the significant improvement in the antiviral treatment targeting HBV infection, the morbidity and mortality of fulminant hepatitis keep at a high level. This is at least partly due to our poor understanding of the pathogenesis of the disease and the lack of early diagnosing/warning system which lead to a delayed medical intervention. As a serious illness, fulminant hepatitis is not only a threat to our health, but a big financial burden to the patient's family. Therefore, an accurate diagnosis at an early stage is linked directly to an effective treatment, better recovery and lowered mortality of the disease.

Because it resembles very much the human fulminant hepatitis, concanavalin A (ConA)-induced hepatitis has long been used as an experimental model of immune-mediated liver disease [2]. It is characterized by massive hepatocellular degeneration and lymphoid infiltration of the liver [3]. The development of ConA-induced hepatitis depends mainly upon T cell activation [4] which raises plasma levels of various cytokines including TNF-α, interferon (IFN)-γ, and interleukin (IL)-6 [5]. To investigate the pathogenic mechanism of human fulminant hepatitis, in this study, we utilized the ConA-induced hepatitis model and selected microarray as our primary detection tool.

Recently, high-throughput gene chip has increasingly been used to explore the transcription dynamics on a genome-wide scale. This raises a possibility that similar approach could be used to identify gene expression at a specific condition such as the very early stage of fulminant hepatitis. Then the alternations in gene expression could possibly be used as diagnostic measures. Given this aim, it is necessary to use statistical methods to help identify genes whose transcript profiles respond to liver damage. In addition, such approach involves modeling the association of a generic response with a specific experimental variable, such as timing, tissues impacted, temperature, or drug dosage. Therefore, whole genome expression analysis provides a system-level insight for understanding crucial factors that control the liver damage and in turn may help us elucidate the molecular mechanisms of liver injury.

In this study, by using the ConA-induced mouse fulminant hepatitis model, we analyzed the hepatic gene expression with whole genome mouse GeneChip (Affymetrix). Through an integrative analysis that combines changes in gene expression with gene function within a genetic network, we identified 26 genes that may be related to ConA-induced liver injury.

## Results

### ConA-injection induces fulminant hepatitis in Balb/C mice

Pathological examination at indicated time periods after ConA challenge showed that fulminant hepatitis mouse model was successfully made. As shown in Figure 1, a single injection of ConA led to a clear liver damage as presented by large area of necrosis (Figure 1). In order to study the changes of very early stage of fulminant hepatitis, liver specimen were taken from the mice at 1 h, 3 h, and 6 h after ConA administration for the further investigation.

**Figure 1:**
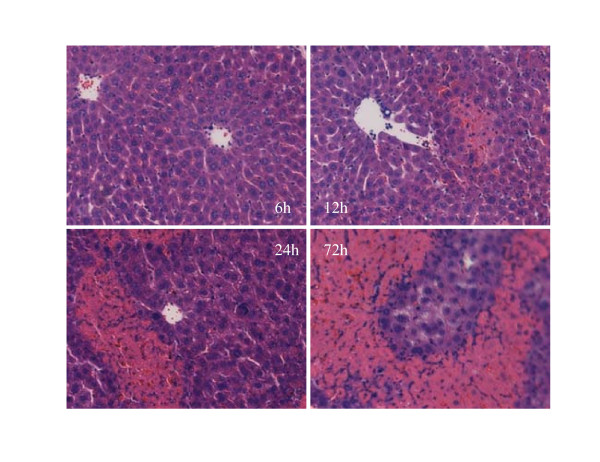
**Pathological examination of liver in mice model with fulminant hepatitis induced by ConA-injection**. ConA induced fulminant hepatitis was confirmed by using pathological examination. Mice liver tissue was obtained at indicated time periods and stained with haematoxylin and eosin. ConA caused pathological changes in mice liver after ConA challenge from the photomicrographs presented. Necrosis appeared at 12 h after ConA administration and the severity of necrosis increased with the time. A large area of necrosis was found at 72 h after ConA injection.

### Biochemical evidence for ConA-induced hepatitis

To observe the liver damage in our ConA-induced hepatitis model, we measured by using the classical Reitman-Frankel method the serum levels of alanine aminotransferase (ALT), aspartate aminotransferase(AST), serum total bilirubin (STB) and serum lactate dehydrogenase (LDH). See details in Table 1.

**Table 1:** The ALT, AST, STB and LDH levels in mouse serum after ConA administration

	ALT	AST	STB	LDH
Control group	38.33 ± 1.53	85.33 ± 4.04	2 ± 0	832.67 ± 94.00

1 h	64.67 ± 7.51Δ	194.67 ± 60.90Δ	3.67 ± 0.58Δ	980.0 ± 197.38

3 h	66.67 ± 12.50Δ	222.38 ± 113.40	3 ± 1.00	2454.78 ± 198.62

6 h	1068.17 ± 418.08	768.0 ± 729.61Δ	4.83 ± 0.60Δ	3514.33 ± 977.57Δ*

ΔCompared with control, P < 0.05, *compared with 1 h, P < 0.05

The serum markers of liver injury, such as ALT, AST, STB and LDH, increased with time after ConA injection. Compared with normal control, ALT and STB increased at 1 h by 1.7-fold and 1.8-fold respectively, and ALT, AST, STB and LDH level at 6 h increased by 27.9-fold, 9.0-fold, 2.4-fold and 4.2-fold, respectively.

### Genes screened by Gene-chip study

Genome-wide transcriptional profiling of the liver has demonstrated that extensive gene expression occurs during very early-stage fulminant hepatitis. 

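Liver RNA from Balb/C mice was measured on 12 Affymetrix mouse genome arrays, 3 for the control group (0 h) and 3 each for the groups at 1 h, 3 h and 6 h after ConA injection at 20 mg/kg. The paper's methods state that the control mice received PBS, whereas the sample labels call the 0 h mice untreated. The only control group was that at 0 h, with none at 1 h, 3 h or 6 h. The comparisons with it therefore cannot separate an effect of ConA from one of time of day. The deposited table held linear signals, with a median signal per array from 13.6 to 20.4. The labels name MAS5 version 5.0 as the software, whereas the paper's methods name RMA, and the distributions of the values differed between arrays, which quantile normalization within RMA would have removed. The values were used as deposited, without a new scaling between arrays. Signals under the 20th percentile of the table, 3.04, were set to that floor, log2 was taken, and 64 control probes of the manufacturer were left out, so that 45037 probes were tested. Group differences came from 1 limma fit over the 12 arrays with a prior variance shared by all probes, and p was adjusted by Benjamini-Hochberg over all probes or genes of a comparison. For genes, the probe with the highest mean among those with a single gene symbol was taken, which gave 18193 genes. The lists of genes named here were written before the data were examined, and each was tested as a whole with camera at a preset correlation of 0.01 between genes and again with an estimated correlation. The number of arrays limits the precision of every value.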

To investigate the possible gene expression change in our ConA-induced hepatitis model at a very early stage, we performed a gene chip study by using the Affymetrix probe dataset which includes totally 45101 probes. We found when compared with probes in the control group, 1559 probes increased and 1794 probes decreased in the 1 h group, 3040 probes increased and 4160 probes decreased in the 3 h group, and 5466 probes increased and 5445 probes decreased in the 6 h group. 

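Genes of the early inflammatory response rose within 1 h of ConA injection. Cxcl2, a chemokine that attracts neutrophils, had a log2 change of 7.55 (SE 0.60, adjusted p = 0.00017) from limma (3 arrays per group), and Fos, an immediate-early transcription factor, had a log2 change of 6.00 (SE 0.49, adjusted p = 0.00020). Tnf, the cytokine that triggers hepatocyte death in ConA hepatitis, was at least 19.8-fold higher at 1 h (adjusted p = 0.012), with its 3 control arrays at the floor. The genes that fell at 1 h included Adam22, a neuronal membrane protein (log2 change -1.90, adjusted p = 0.0054), and Nemp2, a nuclear envelope protein (log2 change -1.87, adjusted p = 0.0030). At 3 h the chemokine Cxcl10 was higher (log2 change 7.35, SE 0.35, adjusted p = 1.9e-06), while G6pc, the last enzyme of gluconeogenesis, fell by 7.17 on the log2 scale (SE 0.93, adjusted p = 0.00085). At 6 h Ubd, a ubiquitin-like protein induced by interferon gamma and TNF, had the largest rise of the genes whose 3 arrays lay above all controls (log2 change 7.14, SE 0.40, adjusted p = 3.7e-06), and Cyp7a1, the rate-limiting enzyme of bile acid synthesis, the largest fall of those below them (log2 change -6.89, SE 0.76, adjusted p = 0.00017). In all, 579 probes were higher and 115 lower than in the control group at 1 h, 1700 higher and 4428 lower at 3 h, and 5415 higher and 3768 lower at 6 h, each at an adjusted p under 0.05. After quantile normalization these counts were 466 and 193 at 1 h, 2739 and 2655 at 3 h, and 4871 and 5344 at 6 h. The median log2 change over all genes as deposited was 0.08, -0.21 and 0.02 at 1 h, 3 h and 6 h, and the medians of gene lists are given minus these values. Without ConA 1 h replicate 2 the counts at 1 h were 382 higher and 74 lower, and the number lower at 3 h was 2691 without control replicate 1, 2521 without control replicate 2 and 2757 without ConA 3 h replicate 3.

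**Figure D1:**
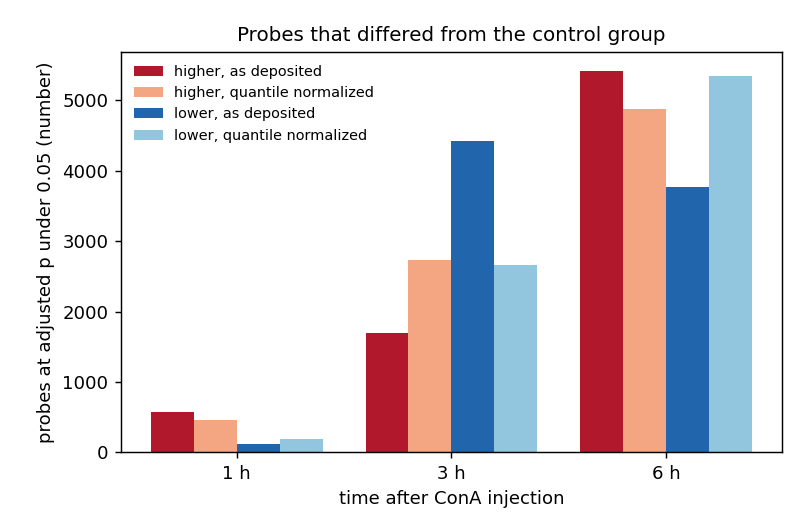
Number of probes higher and lower than in the control group (vertical axis) at 1 h, 3 h and 6 h, at an adjusted p under 0.05, for the values as deposited and after quantile normalization. At 3 h the lower probes number 4428 as deposited and 2655 after quantile normalization.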

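Members of all 6 inflammatory lists were higher at each time point after ConA injection. Of 31 immediate-early genes, 20 rose and 11 did not pass the test at 1 h (26 higher when adjusted over the list alone), with a median log2 change of 1.99 (camera adjusted p = 1.6e-38). Ier3, an inhibitor of apoptosis, had a log2 change of 6.06 (adjusted p = 9.5e-05 from limma), Egr1, a zinc finger transcription factor, one of 4.74 (adjusted p = 0.00033), and by 6 h 23 of these genes were higher (camera adjusted p = 1.3e-13). Among 34 cytokines, 8 were higher at 1 h and 12 at 3 h, and at 6 h 15 rose, 1 fell and 18 did not pass the test (17 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.7e-05). Il6, which induces the acute phase in hepatocytes, had a log2 change of 3.90 at 1 h (adjusted p = 0.00047) and 2.39 at 6 h (adjusted p = 0.0010), and Ifng, the main activator of macrophages, one of 3.41 at 1 h (adjusted p = 0.0017) and 4.70 at 6 h (adjusted p = 3.1e-05). Of 27 chemokines, 23 rose, 1 fell and 3 did not pass the test at 6 h (23 higher and 1 lower when adjusted over the list alone, median 2.72, camera adjusted p = 1.9e-13). Ccl2, which attracts monocytes, reached 6.84 at 3 h (adjusted p = 1.2e-05), and Cxcl9, which attracts T cells, 6.06 at 6 h (adjusted p = 1.0e-05). Of 21 NF-kB feedback and endothelial adhesion genes, 15 were higher at 1 h and 20 at 3 h, and at 6 h 20 rose and 1 did not pass the test (20 higher when adjusted over the list alone, camera adjusted p = 9.1e-17), among them Tnfaip3, an inhibitor of NF-kB (log2 change 5.51 at 1 h, adjusted p = 7.0e-06), and Icam1, an adhesion molecule for leukocytes (log2 change 5.28 at 3 h, adjusted p = 1.2e-08). Interferon response and antigen presentation genes numbered 45, of which 10 were higher at 1 h, 37 at 3 h and 41 at 6 h, where 4 did not pass (42 higher when adjusted over the list alone). Their camera adjusted p was 3.0e-11 at 1 h, where the call was lost (adjusted p = 0.17 with an estimated correlation), and 1.9e-29 at 6 h. Irf1, an interferon-induced transcription factor, had risen at 1 h (log2 change 3.19, adjusted p = 1.0e-05), and Gbp6, a guanylate-binding protein, had a log2 change of 5.25 at 6 h (adjusted p = 6.3e-07). Of 30 acute-phase genes, 29 rose and 1 did not pass the test at 6 h (29 higher when adjusted over the list alone, camera adjusted p = 7.3e-22), with Saa3 at 6.71 (adjusted p = 1.6e-06) and Orm2 at 4.88 (adjusted p = 4.4e-07), both secreted acute-phase proteins. With an estimated correlation the camera calls of the immediate-early, cytokine, chemokine, NF-kB and acute-phase lists held at all 3 time points, and those of the interferon list at 3 h and 6 h. Beside these lists, neutrophil markers such as S100a8 (log2 change 4.32 at 1 h, adjusted p = 1.8e-05) were also higher, and 12 of 14 of them were higher at 6 h.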

Our data indicate that by time after ConA injection more and more gene expression is detectable. 

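Genes changed in both directions from each time point to the next. Between 1 h and 3 h, Gbp2, a guanylate-binding protein of the interferon response, rose by a log2 change of 4.05 (SE 0.25, adjusted p = 2.8e-05) from limma (3 arrays per group), and Ass1, an enzyme of the urea cycle, fell by 2.00 on the log2 scale (SE 0.42, adjusted p = 0.011). Between 3 h and 6 h, Cdkn1a, an inhibitor of the cell cycle, had a log2 change of 2.78 (SE 0.46, adjusted p = 0.0031), and Cd163, a scavenger receptor of Kupffer cells, one of -2.50 (SE 0.14, adjusted p = 0.000100). Against the control group 694 probes differed at 1 h, 6128 at 3 h and 9183 at 6 h. Directly compared, 942 probes were higher and 5782 lower at 3 h than at 1 h, and 6445 were higher and 1092 lower at 6 h than at 3 h. After quantile normalization the first pair of counts was 1776 and 1547 and the second 2740 and 2826. Left-out arrays moved some of these counts: the number lower at 3 h than at 1 h was 2718 without ConA 1 h replicate 1, 3814 without ConA 1 h replicate 2, 3795 without ConA 3 h replicate 2 and 3091 without ConA 3 h replicate 3, and from 3 h to 6 h 3692 probes were higher without ConA 6 h replicate 2 and 718 lower without ConA 6 h replicate 3. From the growing number of changed probes, the paper describes the expression of more and more genes as detectable with time after ConA injection.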

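More genes of hepatocyte metabolism fell than rose by 6 h. Of 29 bile acid synthesis and transport genes, 1 rose, 16 fell and 12 did not pass the test at 6 h (1 higher and 17 lower when adjusted over the list alone, median log2 change -0.73, camera adjusted p = 1.9e-07, adjusted p = 0.13 with an estimated correlation), and the list already held 10 lower and 1 higher gene at 3 h (camera adjusted p = 0.025, adjusted p = 0.54 with an estimated correlation). Abcg8, a sterol transporter, had a log2 change of -2.57 (adjusted p = 6.4e-06 from limma), and Cyp8b1, which makes cholic acid, one of -2.10 (adjusted p = 0.00064). Of 36 cytochrome P450 and drug metabolism genes, 1 rose, 17 fell and 18 did not pass the test (2 higher and 19 lower when adjusted over the list alone, camera adjusted p = 6.0e-06, adjusted p = 0.25 with an estimated correlation), with the xenobiotic receptor Nr1i3 at -2.27 (adjusted p = 4.0e-05) and the flavin monooxygenase Fmo1 at -1.52 (adjusted p = 0.0010). Gluconeogenesis, amino acid catabolism and urea cycle genes numbered 31, of which 1 rose, 19 fell and 11 did not pass the test (1 higher and 21 lower when adjusted over the list alone, camera adjusted p = 4.3e-08, adjusted p = 0.28 with an estimated correlation). Hal, which degrades histidine, fell by 2.03 on the log2 scale (adjusted p = 2.0e-05), and Got1, an aspartate aminotransferase, by 1.83 (adjusted p = 0.00042). Fatty acid oxidation genes numbered 26, of which 12 fell and 14 did not pass the test (camera adjusted p = 1.7e-05, adjusted p = 0.40 with an estimated correlation, 12 lower when adjusted over the list alone), among them the coactivator Ppargc1a at -3.27 (adjusted p = 3.8e-05) and the nuclear receptor Ppara at -1.70 (adjusted p = 0.00021). Of 20 pericentral hepatocyte genes, 2 rose, 9 fell and 9 did not pass the test (camera adjusted p = 0.0034, adjusted p = 0.36 with an estimated correlation, 2 higher and 10 lower when adjusted over the list alone), and of 16 periportal hepatocyte genes, 1 rose, 6 fell and 9 did not pass the test (camera adjusted p = 0.00093, adjusted p = 0.35 with an estimated correlation, 1 higher and 8 lower when adjusted over the list alone). After quantile normalization 1 of the periportal genes was higher and 10 were lower. The Wnt target Lgr5 had a log2 change of -2.68 (adjusted p = 9.5e-06), and the periportal lyase Etnppl one of -2.04 (adjusted p = 0.00036). Markers of 2 nonparenchymal cell types moved with these lists, since 10 of 18 sinusoidal endothelial cell markers and 11 of 17 hepatic stellate cell markers were lower at 6 h.

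**Figure D2:**
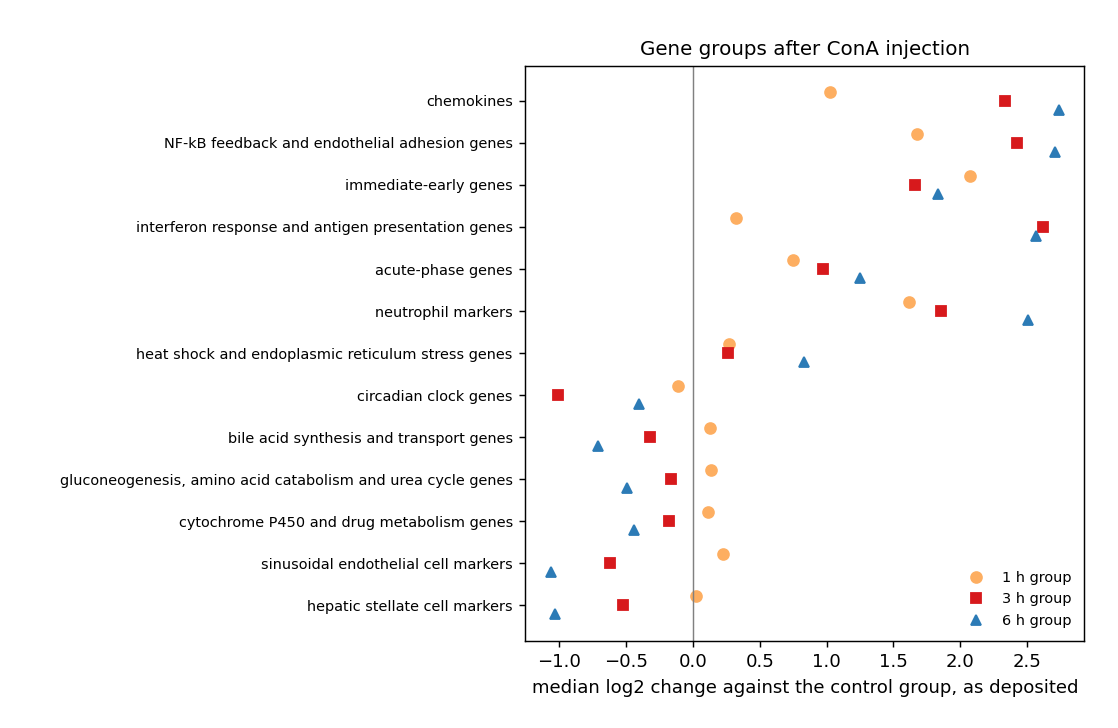
Median log2 change against the control group, as deposited (horizontal axis), of lists of genes (vertical axis) at 1 h, 3 h and 6 h after ConA injection. The lists are 13 of those tested, without the genes of Table 2, and at 6 h their medians run from -1.06 for sinusoidal endothelial cell markers to 2.74 for chemokines.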

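More genes of growth arrest and cell death rose than fell at 6 h, while oxidative stress, clock, cholesterol and coagulation genes went in both directions. Of 25 growth arrest and cell death genes, 15 rose, 1 fell and 9 did not pass the test at 6 h (16 higher and 1 lower when adjusted over the list alone, camera adjusted p = 3.8e-07), with the DNA damage response gene Gadd45g at 6.23 (adjusted p = 8.2e-05 from limma) and the TWEAK receptor Tnfrsf12a at 3.75 (adjusted p = 5.9e-05), and this call held with an estimated correlation at all 3 time points. Heat shock and endoplasmic reticulum stress genes numbered 23, of which 13 rose and 10 did not pass the test (camera adjusted p = 2.2e-05, adjusted p = 0.13 with an estimated correlation, 13 higher when adjusted over the list alone). Asns, which makes asparagine, had a log2 change of 2.64 (adjusted p = 2.9e-05), and Chac1, a glutathione-degrading enzyme of the unfolded protein response, one of 1.71 (adjusted p = 0.00031). Of 19 oxidative stress genes, 7 rose, 2 fell and 10 did not pass the test (7 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.27). The metallothionein Mt2 rose (log2 change 5.93, adjusted p = 5.3e-05) and Gclc, which makes a glutathione precursor, fell (log2 change -1.38, adjusted p = 2.3e-05). At 3 h the median of the oxidative stress list was -0.06 before subtraction while its mean was 0.68 and camera gave an upward direction (camera adjusted p = 0.046, adjusted p = 0.58 with an estimated correlation). That camera adjusted p was 0.053 without ConA 1 h replicate 2, 0.11 without ConA 3 h replicate 3, 0.054 without ConA 6 h replicate 1 and 0.051 without ConA 6 h replicate 3, and the median before subtraction was 0.07 without control replicate 2 and 0.05 without ConA 3 h replicate 2. Of 23 circadian clock genes, 2 rose, 13 fell and 8 did not pass the test at 3 h (2 higher and 14 lower when adjusted over the list alone, camera adjusted p = 0.0050, adjusted p = 0.13 with an estimated correlation) and 6 rose, 10 fell and 7 did not pass the test at 6 h (6 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.065). Dbp, an output gene of the clock, had a log2 change of -3.17 (adjusted p = 0.0016). Usp2, a rhythmic ubiquitin protease, had a log2 change of -2.83 (adjusted p = 0.00054). With controls at 0 h only, these changes of clock genes cannot be told apart from a normal daily rhythm. Without ConA 6 h replicate 3 the clock list at 6 h passed the test (camera adjusted p = 0.029). After quantile normalization 2 clock genes were higher and 9 lower at 3 h, and 3 were higher and 10 lower at 6 h. Cholesterol synthesis genes numbered 21, of which 3 rose, 2 fell and 16 did not pass the test at 6 h (3 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.67) and 4 were higher and 4 lower after quantile normalization. Among them were Srebf2, the transcription factor of the pathway (log2 change 1.55, adjusted p = 0.0016), and Sc5d, a sterol desaturase (log2 change -0.98, adjusted p = 0.0049). Of 24 coagulation and fibrinolysis genes, 5 rose, 6 fell and 13 did not pass the test (5 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.89). The median of this list before subtraction was -0.14 at 3 h and -0.04 at 6 h, its mean 0.17 and 0.32, and camera's direction upward and downward. Plaur, the urokinase receptor, rose (log2 change 4.34, adjusted p = 1.9e-05), and Serpind1, a thrombin inhibitor made by hepatocytes, fell (log2 change -1.07, adjusted p = 0.00014).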

The in detail gene expression data are also available at the GEO website under accession number GSE17184: http://www.ncbi.nlm.nih.gov/geo/

### Genes further screened by ANOVA and model profile analysis

ANOVA corrected with the randomized variance model was performed to determine genes that were expressed separately and differentially. As a result, total 1,473 genes that had a *p-value *and the false discovery rate (FDR) less than 0.05 were declared to be significantly expressed. 

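Across the 4 time points 6906 of 18193 genes passed limma's F test at an adjusted p under 0.05. They included the genes of the 3 cytokines that the paper names, Tnf (adjusted p = 0.0022), Ifng (adjusted p = 7.2e-05) and Il6 (adjusted p = 0.00031), as well as Cyp7a1, the rate-limiting enzyme of bile acid synthesis (adjusted p = 0.00016). Actb, the reference gene of the RT-PCR, did not pass (adjusted p = 0.24). The test shares a prior variance over genes, as the random variance model of the paper does, and took 1 probe per gene. Counted over probes it gave 12674, with a change of at least 2-fold added it gave 2982 genes, and without the 3 h arrays, a setting chosen after the data were seen, 4516 genes.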

The gene expression value per group was the geometric mean of the Robust Multichip Average (RMA) normalized gene signals of 3 samples per time point.

To further narrow the target genes which harbor great significance among the declared 1,473 genes, we chose to use the twenty-six model profiles to summarize the expression pattern of the genes. 

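Genes that were level to 1 h and then stepped down at 3 h and at 6 h, profile 9 as numbered in Fig. 2, were 973 in number, among them Cd163, a scavenger receptor of Kupffer cells, and Dbp, a clock output gene. Profile 10, which steps down at 3 h and then stays level, held 1062 genes, among them Cyp7a1 and G6pc, the enzymes of bile acid synthesis and gluconeogenesis, and the nuclear receptor Ppara. Profile 11, down at 3 h and up at 6 h, held 1120 genes, among them Ass1 of the urea cycle, and profile 13, up only at 6 h, held 1016, among them the asparagine synthetase Asns and A2m, a protease inhibitor. Profile 16 (level, then up at 3 h and at 6 h) held 273 genes and profile 25, which rises at every step, 224, among them the granzyme gene Gzma. Profile 22 held 298 genes, among them the cell cycle inhibitor Cdkn1a, and profile 0, which falls at every step, 136, among them Gas1, a growth arrest gene. Each gene past the F test was assigned to the model profile with which its group means correlated best. These 8 profiles held more genes than the mean over the 24 orders of the time points gave. The threshold was an adjusted p under 0.05 from a binomial test. That test takes genes as independent, which genes measured on the same 12 arrays are not. Its p therefore orders the profiles and does not measure evidence against chance. With 0 h kept first in the orders, 12 profiles passed. After quantile normalization the number was 11 profiles, profile 10 held 341 genes, and profile 11 held 262, fewer than the 515.8 expected. Under that scaling profile 22 held 111 genes and was no longer past the test, profile 13 held 640, profile 0 held 318, profile 25 held 199, profile 9 held 897 and profile 16 held 492.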

As shown in Figure 2, among the 26 patterns, we identified 10 patterns of genes that shown very significant *p-values *(colored boxes).

**Figure 2:**
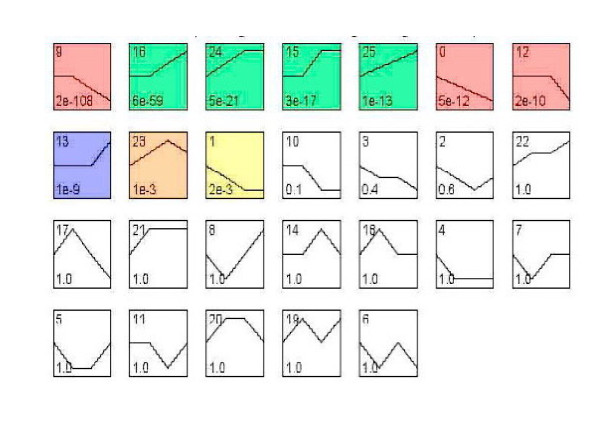
**The expression patterns of 1,473 genes analyzed by model profile**. The expression patterns of 1,473 genes were analyzed and twenty-six model profiles were used to summarize. Each box represents a model expression profile. The upper number in the profile box is the model profile number and the lower one is the *p*-value; Ten expression patterns of genes showed significant *p*-values (*p *< 0.05) (colored boxes)

Among these patterns, the two most significant patterns were profiles No. 9 and No.16 according to ascending p-values. 

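Profile 9, which includes Map2k6, a kinase that activates p38, and the telomerase gene Tert, had 163.2 genes expected and ranked 1 of the 26 profiles by its p. Profile 16, which includes the granzyme gene Gzmb and the monocyte marker Plac8, had 89.3 expected (adjusted p = 1.6e-54 from the binomial test) and ranked 6. Between them stood profiles 10, 13, 11 and 25, with 295.6, 273.1, 447.9 and 60.8 genes expected. After quantile normalization profile 9 with 897 genes ranked 1 and profile 16 with 492 genes ranked 2. Since the binomial test takes genes as independent, these ranks only order the profiles.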

While the profile No. 16 contained 118 genes whose expression increased constantly, the profile No. 9 contained 209 genes whose expression reduced constantly, after ConA injection (Figure 3).

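Gzmb, the granzyme of cytotoxic lymphocytes, had the largest rise in profile 16, with a log2 change of 5.70 (SE 0.54, adjusted p = 7.8e-05) at 6 h from limma (3 arrays per group). Other genes of this profile were Marco, a macrophage scavenger receptor that was at least 13.6-fold higher at 6 h (adjusted p = 0.00079), and 11 of the 45 interferon response and antigen presentation genes. Before subtraction of the median over all genes, the genes of profile 16 had a median log2 change of 0.08 at 1 h, 0.63 at 3 h and 1.39 at 6 h, with 129 genes higher at 3 h and 272 at 6 h. In profile 9, Marveld1, a membrane protein, had a log2 change of -4.72 (SE 0.23, adjusted p = 2.0e-06) at 6 h, and Cd163, a scavenger receptor of Kupffer cells, one of -3.67 (SE 0.14, adjusted p = 5.8e-07). Also before subtraction, the genes of profile 9 had a median log2 change of 0.06 at 1 h, -0.50 at 3 h and -1.08 at 6 h, with 394 genes lower at 3 h and 964 at 6 h, 526 of them by at least 2-fold. They included 11 of 29 bile acid synthesis and transport genes, 10 of 36 cytochrome P450 and drug metabolism genes and 10 of 31 gluconeogenesis, amino acid catabolism and urea cycle genes, beside 8 of 18 sinusoidal endothelial cell markers and 4 of 15 Kupffer cell markers. From the course of the genes in both profiles, the paper proposes that they are tied to the regulation of gene expression during liver damage.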

**Figure 3:**
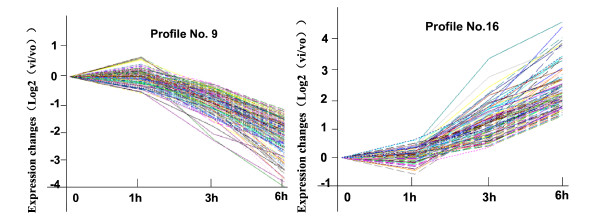
**Gene expression of profile No.9 and No. 16 in the context of significant ConA-induced liver injury**. The profile No.9 (A) contained 209 genes and they decreased in expression consistent with prolonged liver damage after injecting ConA. The profile No.16 (B) had 118 genes and they increased in expression consistent with prolonged liver damage after the injection. These processes may indicate that the assigned genes closely correlate with the results of regulatory gene expression, including activation and inhibition in the context of liver damage caused by ConA challenge. The horizontal axis represents time, and the vertical axis shows the time series of gene expression levels for the gene after Log normalized transformation.

### 26 genes identified by Gene Co-expression Network with k-core algorithm from profiles No.9 and No. 16

Genes in profiles No.9 and No.16 were then analyzed and identified by gene co-expression network with k-core algorithm to determine which gene or genes may play pivotal role in the early stage of fulminant hepatitis. Gene networks are constructed from functional gene associations. In the network, cycle nodes represent genes, and edges between two nodes represent interactions between genes, which were quantified by degree. Degrees within the network which describe the number of single gene that regulates other genes represent the size of the cycle node. The higher the degree, the more central the gene occurs within the network. The clustering coefficient can be used to estimate the complexity of interactions among genes that neighbor the core gene with the exception of core gene participation. The lower the clustering coefficient, the more independent of the core gene are the interactions among genes in the neighborhood of the core gene[6].

A k-core of a gene co-expression network usually contains cohesive groups of genes. On the other hand, phylogenetic analysis classifies genes into groups based on the similarity of base sequences[7].

The k-core subnetwork with higher k-core level in our result is considered to have a core status within a large-scale gene network made up of differential 26 genes (see Figure 4 and Table 2). 

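Of the genes in Table 2, 25 were measured and all of them lay in profile 9 (21 after quantile normalization), while Acsl1 was not analysed here. In a network of the 1246 genes of profiles 9 and 16, with an edge where Pearson's r over the 12 arrays was above 0.9, there were 211969 edges and a median of 333 edges per gene. The highest k-core was 331 and held 463 genes. It included 22 of the 25 Table 2 genes, and the other three were Msrb2, which repairs oxidized methionine (core 323), Mtap, which salvages methionine (core 179), and the peptidase Dpp4 (core 101). Over the 12 arrays Mtap had 191 edges and Dpp4 108, the fewest of the Table 2 genes, and these numbers moved with single arrays, from 83 to 396 for Mtap and from 24 to 403 for Dpp4 when 1 array was left out (24 without ConA 6 h replicate 3, 403 without ConA 3 h replicate 3). Among the pairs of Table 2 genes, 261 of 300 (87%) were joined, with a median r of 0.956, where random sets of 25 genes of profile 9 gave 41.3% (25.7 to 60.7% in the central range of 1000 sets). The study chose these genes on the same arrays, so their links are not independent evidence. With the mean of each time point subtracted, 4 pairs (1.33%) had r above 0.9 and the highest k-core of the network was 17. At r above 0.95 over the arrays the highest k-core was 107 and 57.0% of the pairs were joined.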

Most of the genes are attributed to transport, transcription, regulation of transcription, metabolic processes, and carbohydrate metabolic processes, consistent with the gene ontology hierarchical category, lipoprotein catabolic processes, peptide biosynthetic processes, positive regulation of calcium-dependent cell-cell adhesion, fructosamine metabolic processes, male sex differentiation, and regulation of cholesterol biosynthesis. The core genes MPDZ and ACSL1 appear at the center of both the large-scale network and the 11 k-core subnetwork. They directly regulate 34 neighboring genes that interact according to their degrees. These interactions depend in large part on MPDZ and ACSL1 because the clustering coefficients of these genes are 0.38 and 0.42, which are lower than for other genes.

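Mpdz, a multiple PDZ scaffold protein of tight junctions, belonged to the highest k-core and had 644 edges, which ranked 143 in the network and joined it to 51.7% of its genes. The most edges belonged to Vsig4, a complement receptor of Kupffer cells (768), followed by Ormdl1, a regulator of sphingolipid synthesis (765), the coenzyme A synthase gene Coasy (761), Rmdn2 (756) and the complex I assembly factor Ndufaf3 (755). The clustering coefficient of Mpdz was 0.689, the 14th lowest of the 25 Table 2 genes. It ranged among them from 0.607 for Ormdl1 to 0.802 for Mtap. Across these 25 genes, which are not independent replicates, the number of edges and the clustering coefficient went in opposite directions. Spearman's rho was -0.965 (permutation p = 1.0e-05, the smallest that the permutations can give, adjusted p = 3.0e-05 over 3 relations). Both values are computed from the same edges, so this p cannot separate a biological relation from one built into the network. After the mean of each time point was subtracted Mpdz had 4 edges, and at r above 0.95 it had 219. From the clustering coefficients in Table 2, the paper reasons that the interactions of the neighbouring genes depend in large part on MPDZ and ACSL1.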

**Figure 4:**
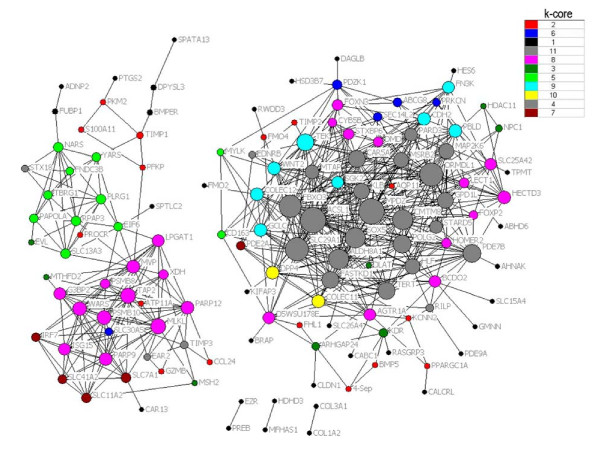
**Gene co-expression network**. Genes from profiles No.9 and No.16 were analyzed and identified by gene co-expression network with k-core algorithm. Cycle nodes represent genes, the size of nodes represents the power of the interrelation among the nodes, and edges between two nodes represent interactions between genes. The more edges of a gene, the more genes connecting to it, the more central role it has within the network.

**Table 2:** 26 genes identified by gene co-expression network with k-core algorithm

Gene symbol	Clustering Coefficient	Degree	k-core
ACSL1	0.418894827	34	11

ALDH8A1	0.489230782	26	11

CAR5A	0.589473665	20	11

CMTM8	0.464615375	26	11

FASTKD1	0.594736814	20	11

FBXO3	0.467980295	29	11

GPD1L	0.637426913	19	11

HLF	0.757352948	17	11

KLB	0.608187139	19	11

MAP2K6	0.70588237	17	11

MPDZ	0.377896607	34	11

MSRB2	0.509803951	18	11

MTAP	0.608333349	16	11

ORMDL1	0.430107534	31	11

PARD3	0.619047642	15	11

PDE7B	0.486166	23	11

POLG2	0.565217376	23	11

SLC29A1	0.393548399	31	11

SOX5	0.492307693	26	11

STARD5	0.666666687	15	11

TERT	0.452631593	20	11

COLEC11	0.494505495	14	10

DPP4	0.495238096	15	10

CDH2	0.561904788	15	9

COLEC12	0.604395628	14	9

FN3K	0.551282048	13	9

Degrees describe the number of single gene that regulates other genes represent the size of the cycle node. The higher the degree, the more central the gene occurs within the network. The clustering coefficient can be used to estimate the complexity of interactions among genes that neighbor the core gene with the exception of core gene participation. The lower the clustering coefficients, the more independent of the core gene are the interactions among genes in the neighborhood of the core gene. A k-core of a gene co-expression network usually contains cohesive groups of genes. The higher the k-core, the more central the genes occurs within the network. In this study, the top k-value is 11, which is considered to have a core status within a large-scale gene network made up of differential genes from profiles No.9 and No. 16.

In this network, transmembrane proteins, such as MPDZ and Acsl1, were shown to play a role in the important processes of cell adhesion, carbohydrate metabolism and molecular transport. However, MPDZ expression constantly decreased over the four time points. It may contribute to damage to cell junctions in liver cells. 

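On the arrays Mpdz, which holds together proteins of tight junctions, was level at 1 h and lower at 3 h and 6 h by its brightest probe. Its brightest probe had a mean signal of 295.5 in the control group, 290.9 at 1 h, 154.1 at 3 h and 99.8 at 6 h (geometric means, n = 3). The log2 change was -0.02 (SE 0.17, adjusted p = 1.0) at 1 h, -0.94 (SE 0.17, adjusted p = 0.0049) at 3 h and -1.57 (SE 0.17, adjusted p = 0.00016) at 6 h from limma, and the 3 arrays at 6 h all lay below the 3 control arrays. Its next brightest probe had a log2 change of -0.49 at 3 h (adjusted p = 0.18 over all probes) and -0.87 at 6 h (adjusted p = 0.019). A dimmer probe was lower at 1 h (log2 change -1.45, adjusted p = 0.0050), 3 h (-1.61) and 6 h (-1.05), and the fourth was at the floor on every array. Without control replicate 2 the brightest probe had a log2 change of 0.12 at 1 h, and without ConA 1 h replicate 3 one of 0.03. Read as headed, the RT-PCR values of Table 3 run the other way, with Mpdz at 3.02, 6.28 and 3.96 times the control. These values are for 1 h, 3 h and 6 h, and the paper marks those at 1 h and 3 h as significant.

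**Figure D3:**
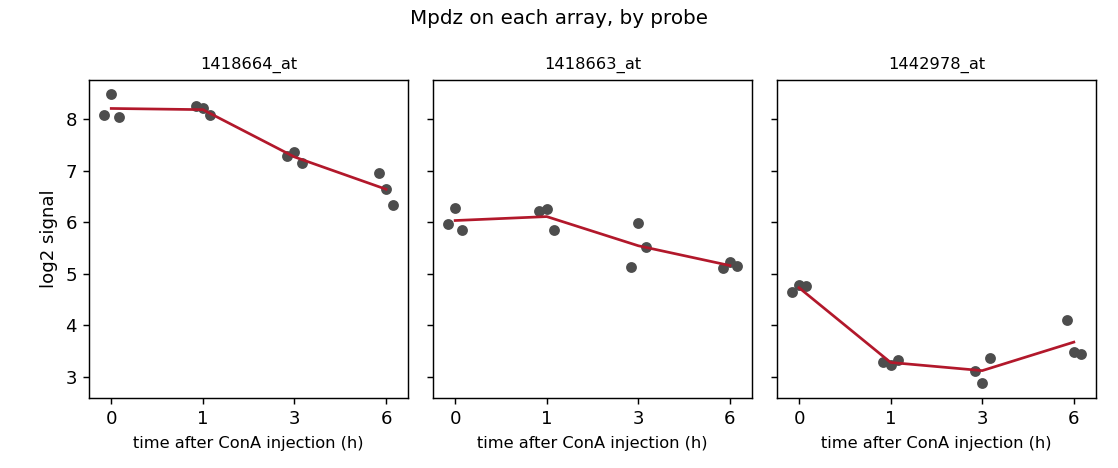
Log2 signal (vertical axis) of the 3 Mpdz probes above the floor, by time after ConA injection (horizontal axis). Points are arrays, 3 per time point, and the line joins their means. The brightest probe (left) is level from 0 h to 1 h and 1.57 lower on the log2 scale at 6 h.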

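Cell junction and polarity genes, the list that holds Mpdz, went in both directions. At 3 h, 2 rose, 11 fell and 14 did not pass the test of 27 (2 higher and 13 lower when adjusted over the list alone), with a median log2 change of -0.30 (camera adjusted p = 0.046, adjusted p = 0.61 with an estimated correlation). At 6 h, 5 rose, 10 fell and 12 did not pass the test (6 higher and 12 lower when adjusted over the list alone, camera adjusted p = 0.065), and after quantile normalization 5 were higher and 13 lower. Cldn1, a tight junction claudin of hepatocytes, had a log2 change of -2.88 (SE 0.29, adjusted p = 0.00010) at 6 h from limma (3 arrays per group), and Cdh2, the N-cadherin of hepatocyte adherens junctions, one of -1.52 (SE 0.13, adjusted p = 5.2e-05). Another claudin, Cldn14, rose (log2 change 2.28, SE 0.30, adjusted p = 0.00045). Cldn3, also a claudin, was lower at 3 h (log2 change -1.61, adjusted p = 0.000100), as was the tricellular junction protein Marveld2 (log2 change -1.24, adjusted p = 0.0033). The camera adjusted p of this list at 3 h was 0.052 without control replicate 1, 0.065 without control replicate 3, 0.058 without ConA 1 h replicate 1, 0.055 without ConA 1 h replicate 2 and 0.067 without ConA 3 h replicate 3. Of 18 markers of sinusoidal endothelial cells, which also express junction genes, 2 rose, 10 fell and 6 did not pass the test at 6 h (camera adjusted p = 0.0023, adjusted p = 0.52 with an estimated correlation), with Tek at -3.26 (adjusted p = 2.7e-05) and Ptprb at -2.45 (adjusted p = 0.00022). From the fall of Mpdz, the paper proposes a contribution to damage of cell junctions in the liver.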

The result of MPDZ down expression may be related to disorders of liver tissue and may lead to obstacles in the carbohydrate metabolic process. Acs11 was an essential gene that was associated with long-chain-fatty-acid-CoA synthase activity. The under expression of the gene gives rise to a series of obstructions in lipid and cholesterol biosynthetic and metabolic processes.

### Real-time RT-PCR verification of the genes

Real-time RT-PCR was used to confirm the expression of the 26 genes. Compared with normal controls, the expression of most of the 26 genes showed a statistical significant change (*p < 0.05*). Expressions of PARD3, ALDH8A1, CMTM8 and FBXO3 were also higher than those of normal controls, but there was no statistical significance (*p > 0.05*) (See details in Table 3 and the primers see in Additional file 1).

**Table 3:** The expression of 26 genes in the very early stage of fulminant hepatitits mice model by real-time RT-PCR

genes	Number	ΔΔct (1 h/control)	ΔΔct (3 h/control)	ΔΔct (6 h/control)	ΔΔct (12 h/control)
ACSL1	12	1.58 ± 1.72	2.21 ± 3.81	0.47 ± 0.55#	0.71 ± 1.46

ALDH8A1	12	1.26 ± 0.62	5.16 ± 9.96	16.47 ± 40.57	2.78 ± 3.74

CMTM8	12	4.24 ± 5.47	60.46 ± 127.18	48.60 ± 111.88	62.93 ± 106.90

COLEC11	12	0.73 ± 0.29#	4.04 ± 2.35#*	3.27 ± 4.40	1.50 ± 2.00&

COLEC12	12	1.19 ± 0.54	3.86 ± 3.41#*	2.44 ± 2.77	6.59 ± 12.03

DPP4	12	0.87 ± 0.60	11.64 ± 6.76#*	14.91 ± 14.25#*	86.16 ± 218.29

FBXO3	12	1.79 ± 1.59	2.13 ± 1.91	1.64 ± 1.54	1.09 ± 0.72

FN3K	12	1.60 ± 1.98	3.38 ± 2.88#	2.01 ± 1.96	2.20 ± 3.57

GPD1L	12	2.61 ± 3.59	0.76 ± 0.83#	0.35 ± 0.30#	1.25 ± 3.02

HLF	12	1.49 ± 1.39	8.15 ± 10.11*#	4.26 ± 5.27	3.72 ± 5.31

KLB	12	1.01 ± 0.51	1.93 ± 1.11*#	2.93 ± 5.05	1.58 ± 1.91

MAP2K6	12	2.61 ± 1.75#	31.29 ± 90.44	0.94 ± 1.188*	1.40 ± 2.07

MPDZ	12	3.02 ± 2.23#	6.28 ± 4.92#	3.96 ± 5.98	5.11 ± 6.11

MTAP	12	1.77 ± 0.74#	11.75 ± 31.48	3.81 ± 8.55	1.56 ± 1.56

MSRB2	12	1.77 ± 1.60	7.07 ± 5.81#*	2.38 ± 2.35&	3.34 ± 3.52#

ORMDL1	12	1.15 ± 0.91	2.85 ± 1.81#*	1.57 ± 0.86&	1.23 ± 0.50&

POLG2	12	0.71 ± 0.51	5.74 ± 9.951	3.07 ± 3.28*	1.46 ± 0.84*

STARD5	12	1.39 ± 1.20	2.58 ± 5.52	2.09 ± 2.91	2.52 ± 1.03#*

PARD3	12	1.24 ± 1.50	6.74 ± 11.47	3.83 ± 4.79	2.05 ± 2.39

SLC29A1	12	0.82 ± 0.44	1.75 ± 1.35*	1.16 ± 1.71	0.33 ± 0.29#*&

SOX5	12	0.91 ± 0.65	1.56 ± 0.63#*	0.85 ± 0.52&	3.25 ± 3.84

TERT	12	0.82 ± 0.70	2.71 ± 2.52#*	1.89 ± 2.55	1.09 ± 2.22

CAR5A	12	1.87 ± 2.61	2.56 ± 3.16	0.54 ± 0.57#	0.45 ± 0.63#&

FASTKD1	12	0.38 ± 0.26#	1.75 ± 1.35*	0.95 ± 0.50*	0.46 ± 0.30#&◇

PDE7B	12	0.64 ± 0.40#	1.39 ± 2.18	0.44 ± 0.33#	0.59 ± 0.33#

FASTKD1	12	0.96 ± 0.96	1.90 ± 1.04#*	0.63 ± 0.44#&	0.60 ± 0.49#&

#: Compared with 0 h, the difference was significant (p < 0.05)

*: Compared with 1 h, the difference was significant (p < 0.05)

&: Compared with 3 h, the difference was significant (p < 0.05)

◇: Compared with 6 h, the difference was significant (p < 0.05)

Compared with normal controls, the expression of most of the 26 genes showed a statistical significant change (p < 0.05). Expressions of PARD3, ALDH8A1, CMTM8 and FBXO3 were also higher than those of normal controls, but there was no statistical significance (p > 0.05)

## Discussion

In this study, use of a fulminant hepatitis mouse model, we have focused on hepatic gene expression during early stages of fulminant hepatitis. By a series of biological and bioinformatics analysis, we identified 26 genes whose expression are significantly altered at the very early stage and have shown big correlations with fulminant hepatitis.

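All 25 measured genes of Table 2 were lower at 6 h than in the control group by their brightest probe, and of their 36 other probes 22 were lower and 14 did not pass the test. Map2k6, a kinase that activates p38, had the largest fall, a log2 change of -3.83 (SE 0.22, adjusted p = 5.4e-06) from limma (3 arrays per group), followed by the telomerase gene Tert with -3.00 (SE 0.37, adjusted p = 0.00034), the cAMP phosphodiesterase gene Pde7b with -2.84 (SE 0.16, adjusted p = 3.7e-06) and Car5a, a mitochondrial carbonic anhydrase, with -2.74 (SE 0.20, adjusted p = 1.7e-05). Klb, the hepatocyte coreceptor for fibroblast growth factors, had a log2 change of -2.65 (adjusted p = 0.00017), the transcription factor Sox5 one of -2.57 (adjusted p = 2.7e-05), the collectin Colec11 one of -2.35 (adjusted p = 5.1e-05) and the clock-controlled transcription factor Hlf one of -2.32 (adjusted p = 2.8e-05). Slc29a1, a nucleoside transporter, had one of -2.19 and Fn3k, which deglycates proteins, one of -2.17. The smallest falls of the brightest probes were those of Mtap, which salvages methionine (log2 change -1.04, SE 0.23, adjusted p = 0.0082), and the peptidase gene Dpp4 (log2 change -0.60, SE 0.17, adjusted p = 0.027). At 3 h 22 of the 25 were lower (23 when adjusted over the list alone). Klb (log2 change -0.87, adjusted p = 0.064), Mtap (-0.46, adjusted p = 0.21) and Dpp4 (-0.26, adjusted p = 0.34) did not pass. After quantile normalization 19 were lower at 3 h (23 when adjusted over the list alone). Tert (adjusted p = 0.057), Msrb2 (adjusted p = 0.16) and Colec12 (adjusted p = 0.066) then also did not pass in limma. The 3 other probes of Dpp4 were lower at 3 h (log2 change from -2.76 to -0.58, adjusted p = 0.017, 0.012 and 0.00040 over all probes) and at 6 h (-1.23, -1.63 and -1.51). Over all Table 2 genes 14 of the 36 other probes were lower at 3 h. At 1 h the log2 changes of the brightest probes lay between -0.27 for Map2k6 and 0.34 for the scavenger receptor Colec12, whose adjusted p of 0.52 was the smallest. The median of the list was -0.73 at 3 h and -1.90 at 6 h. Its camera adjusted p was 2.8e-10 at 3 h (adjusted p = 0.14 with an estimated correlation) and 4.1e-22 at 6 h, where the call held with an estimated correlation (adjusted p = 0.034). The study chose this list on these arrays, so neither its count nor its direction is independent evidence. The adjusted p of Dpp4 at 6 h was 0.075 without control replicate 1, 0.071 without control replicate 2, 0.054 without control replicate 3, 0.050 without ConA 6 h replicate 1 and 0.095 without ConA 6 h replicate 3.

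**Figure D4:**
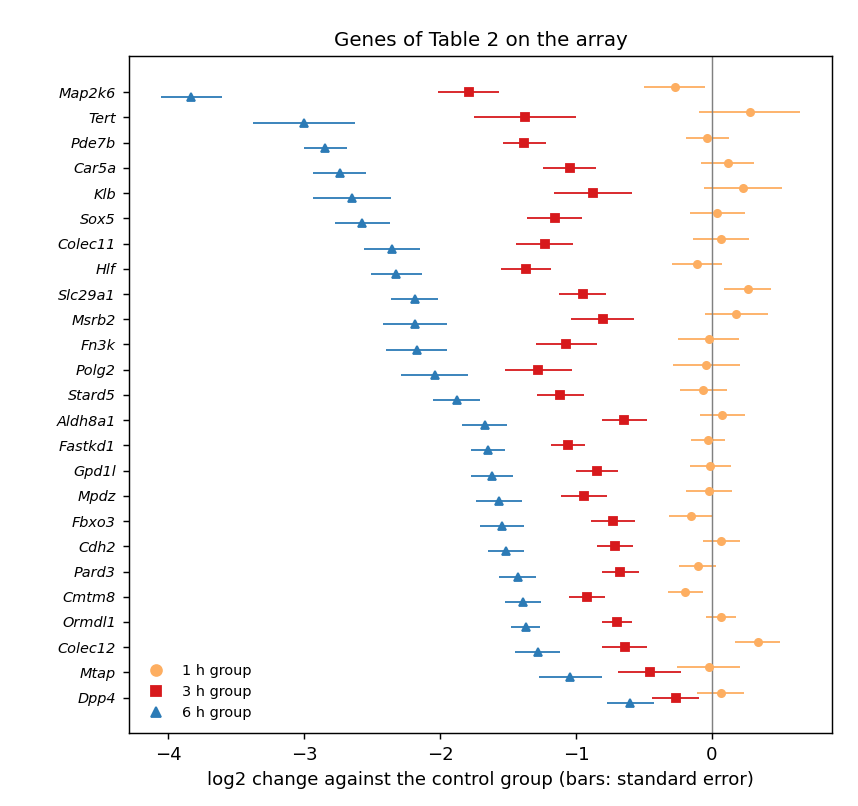
Log2 change against the control group (horizontal axis) of the 25 measured genes of Table 2 (vertical axis) at 1 h, 3 h and 6 h, with SE from limma over 3 arrays per group. At 6 h the genes run from -3.83 for Map2k6 to -0.60 for Dpp4.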

Using gene chips has the advantage of generating huge amounts of information. The high cost of microarray experiments and limited sample availability resulted in a small sample size for each treatment group. In addition, because we had to filter differential genes, our two-group comparison accuracy was reduced because variance estimates have few degrees of freedom. Consequently, we obtained results with more power and less variation by using the random variance model corrected standard t-test or ANOVA methodology [8].

We predefined certain sets of profiles in the context of patterns that can be expected in the course of growth. On account of the noise and the small number of points for each gene, any one pattern will be shared by many genes and can be expected to appear by chance. First, we selected a set of potential expression profiles. These sets of profiles cover all of the possible profiles that can be generated by gene expression in the course of growth, and each represents a single temporal expression pattern. Enrichment of genes in each profile was then used to measure the profile significance level. Significant profiles may indicate that there were mostly common functions attributed to genes that are co-expressed. Such functions mainly influence the biological character [9].

In biological processes, macromolecular networks can be constructed by the experience results from such as Y-2H, and coimmunoprecipitation, or from the algorithmic predict base on the gene function correlation and expression profiles. Because of the flexibility of the network model base on the algorithmic predict from high throughput gene expression tests, we can look at snapshots of protein-protein interaction, gene expression regulatory networks and metabolism networks among different groups. The intrinsic gene networks of a phenotype can represent gene function propriety of sample. k-cores and degrees of genes are key attributes in the network. A k-core of a network is a subgraph in which all genes are connected to at least k other genes in the subgraph [6]. In a protein-protein interaction network, a node represents a protein and an edge represents an interaction between proteins. In this work, we use k-cores of protein-protein interaction networks to define main gene function in main subgraph. The rank of k-core value describes the complexity of gene association relationship. The complexity of gene relationship increased with k-core value rank. We wanted to find main Gene Ontology (GO) assigned by the maximum numbers of genes in separately k-core and then define the key gene functions at each complexity level of network [7]. For this analysis result, we conclude the core functions at the core status of network which have a top k-core level.

Regulation of gene expression as well as protein-protein interactions can change in a dynamic process over time. Such processes may exhibit a regulatory character. These macromolecular networks respond to the events such as growth, metabolism, and apoptosis. Because certain gene interactions are only observable under very specific conditions, we combined experimental data to model co-expression networks from different types of experiments. One of the important reasons for doing this was the fact that differential macromolecular network structures have different sources. In this study, twenty-six genes were selected using the network, and validated by Real-time RT-PCR. Compared with normal controls, the expression of most of the 26 genes appeared a statistical significant change (p < 0.05).

A very important issue about the results from a gene-chip-based analysis is their correlation to the actual biological processes. Many of the 26 genes identified in this study including MPDZ and ACSL1 are involved in the metabolism of liver cells. Although the expression of these genes may not be specifically initiated or suppressed by fulminant hepatitis, the emergence or inhibition of the genes at the very early stage of fulminant hepatitis could be followed by severe liver damage, the pathological hallmark of fulminant hepatitis presented as large area of necrosis, thereby supplying potential diagnostic information for clinical fulminant hepatitis. In this study, we employed a ConA-induced animal fulminant hepatitis model instead of the use of human tissue which is extremely tough to obtain. As mentioned earlier, ConA-induced hepatitis has broadly been used as an experimental model of immune-mediated liver disease. Our pathological and biochemical data further confirmed that the model resembles very much the human fulminant hepatitis. Therefore, our results may provide important referential merit for clinical investigation. Nevertheless, in all conscience, the genes identified here are required to be further dissected and confirmed in human by other clinic-related studies.

## Conclusions

At the early stages of fulminant hepatitis induced by ConA, expression of twenty-six genes involved in protein transport, transcription regulation and cell metabolism altered significantly. These genes form a network and have shown strong correlation with fulminant hepatitis development and a promising future for early diagnosis. Our study provides several potential targets for the early diagnosis of fulminant hepatitis in clinical scenario.

## Methods

### Animals

Eight- to 10-week-old male Balb/C mice were purchased from the Animal Center, Zhejiang Academy of Medical Sciences. The average weight was 25 g. All mice were kept at least 1 wk at 22°C and 55% relative humidity in a 12-h day/night lighting environment with free access to food and water. The animals were raised and cared for in accordance with guidelines established by the National Science Council of the Republic of China.

### ConA administration

Mice were given a tail vein injection of ConA (Sigma Chemical Co., St. Louis, MO) in 100 μl PBS at a concentration of 20 mg/kg, and same dose of PBS was used as negative control.

### Histology

The livers were removed, and part of each liver was frozen in liquid nitrogen, while another part was fixed with 4% phosphate-buffered paraformaldehyde and embedded in paraffin. Tissue sections (4 μm) were prepared and stained with hematoxylin/eosin; sections were then examined under light microscopy.

### Biochemical detection

The extent of liver injury was assessed by determining serum ALT, AST, STB and LDH activity levels using the standard Reitman-Frankel method.

### Isolation of RNA

Liver samples from very early stage of fulminant hepatitis mouse model, which include control group, 1 hour 3 hours and 6 hours after the injection of ConA, were ground into a fine powder in a mortar cooled by liquid nitrogen, and 100 mg was added to 1 ml prechilled Trizol reagent (Invitrogen, Carlsbad, CA). Total RNA extractions were performed according to the manufacturer's directions, and the RNA was further purified by passage through RNeasy mini-columns (QIAGEN, Valencia, CA) according to the manufacturer's protocols for RNA clean-up. Final RNA preparations were resuspended in RNase-free water and stored at -80°C. The RNA samples were quantified spectrophotometrically, and purity and integrity were assessed by agarose gel electrophoresis. All samples exhibited 260/280 absorbance ratios of approximately 2.0, and all showed intact ribosomal 28S and 18S RNA bands in an approximate ratio of 2:1 as visualized by ethidium bromide staining.

### First-Strand cDNA Synthesis

Total RNA (1 μg to 15 μg) and 2 μL of 50 μM T7-Oligo (dT) Primer were mixed together in a 0.2 mL PCR tube, and RNase-free water was added to create a final volume of 12 μL. The tubes were gently flicked a few times to mix the solution, and then the tubes were briefly centrifuged to collect the reaction products and reagents at the bottom of the tube. The reaction was incubated for 10 minutes at 70°C. The sample was cooled at 4°C for at least 2 minutes. Subsequently, 4 μL of 5× 1st Strand Reaction Mix, 2 μL of 0.1 M DTT, 1 μL of 10 mM dNTP, were combined and mixed thoroughly by flicking the tube a few times. The tubes were centrifuged briefly to collect the reaction products and reagents at the bottom of the tube, and the tubes were immediately placed in a 42°C environment. SuperScript II (1 μL) was added to each RNA sample for a final volume of 20 μL. The RNA was incubated for 1 hour at 42°C; finally, the sample was cooled for at least 2 minutes at 4°C.

### Second-Strand cDNA Synthesis

RNase-free water 91 μL, 30 μL of 5× 2nd Strand Reaction Mix, 3 μL of 10 mM dNTP, 1 μL of *E. coli *DNA ligase, 4 μL of *E. coli *DNA Polymerase I, and 1 μL of RNase H were mixed by gently flicking the tube a few times. The tubes were centrifuged briefly to collect solids at the bottom of the tube. We added 20 μL of the First-Strand cDNA synthesized as described above. The tube was flicked gently a few times to mix the solution, and then the samples were centrifuged briefly to collect any reaction products and reagents at the bottom of the tube. The cDNA was incubated for 2 hours at 16°C. 2 μL of T4 DNA Polymerase was added to each sample, and the tubes were incubated for 5 minutes at 16°C. Finally, we added 10 μL of 0.5 M EDTA.

### Microarrays

The biotinylated cDNAs were hybridized to 12 individual Affymetrix GeneChips Mouse 430 2.0 Arrays (Affymetrix, Inc., Santa Clara, CA). This product analyzes the expression level for over 39,000 transcripts and variants, including over 34,000 well-substantiated mouse genes.

### Data Analysis

#### Significant Differential Gene Analysis

The per-group gene expression value was the geometric mean of RMA normalized gene signals from 3 samples per time point. Due to the fact that the number of samples per class (i.e., three samples per group) was far lower than the number of genes, there were few degrees of freedom for the gene expression signal variance. The low number of degrees of freedom makes an accurate estimation of variability difficult. Significant differential genes among the three groups were filtered by ANOVA and corrected by the random variance model (RVM)[8]. In this experiment, the differential genes from different time points were filtered by RVM ANOVA. To assess the significance of a particular sample having occurred by random chance, the false discovery rate (FDR) was estimated to allow us to determine whether certain genes were actually significant by repeating the comparison test and the permutation test 1000 times. The threshold of truly significant genes was taken to be *p-value *< 0.05 and *FDR *< 0.05.

#### Time Sequence Profile Analysis of Gene Expression

We first select a set of distinct and representative temporal expression profiles independent of the data. These model profiles correspond to possible profiles of a gene's change in expression over time. Passing the data normalization (, , , and ), each gene is assigned to the model profile that most closely matches the gene's expression profile as determined by the correlation coefficient. Since the model profiles were selected independent of the data, the algorithm can then determine which profiles have a statistically significant higher number if genes assigned using a permutation test. This test determines an assignment of genes to model profiles using a large number of permutations of the time points. It then uses standard hypothesis testing to determine which model profiles have significantly more genes assigned under the true ordering of time points compared to the average number assigned to the model profile in the permutation runs. Significant model profiles can either be analyzed independently, or grouped together based on similarity to form clusters of significant profiles.

#### Construction and Topological Analysis of the Gene Co-Expression Network

In biological processes, macromolecular networks can be constructed by using results from experiments involving Y-2H, coimmunoprecipitation [10], or algorithmic predictions that may be based on gene function correlation and expression profiles [11]. Because of the flexibility of network models based on algorithmic predictions that derive from high-throughput gene expression tests, we can look at snapshots of protein-protein interactions, gene expression regulatory networks and metabolic networks among different groups [12]. Gene networks are constructed from functional gene associations. In the network, cycle nodes represent genes, and edges between two nodes represent interactions between genes. As network elements represent the ways in which genes may regulate other genes, large scale gene networks can be divided into certain subgraphs, named k-core networks, in which all genes are connected to at least k other genes in the subgraph [7]. As a result, the rank of k-core value describes the complexity of the gene association relationship. Cycles with identical colors are part of the same subgraph. In light of the definition of k-core networks, core status within large scale gene networks consists of subgraphs that are associated with higher k values. The complexity of gene relationships increases with k-core value rank. The intrinsic gene network of a given phenotype can represent gene function propriety within a sample. In this work, we use k-cores of protein-protein interaction networks to define major gene functions in the main subgraph. We wanted to identify the main GO on the basis of the maximum number of genes in separate k-cores and then we wished to define the key gene functions at each complexity level of the network [13]. We transformed the normalized expression value of the Pearson correlation into measures of pairwise connection strengths [12]. We selected genes from the two most significant profiles, namely profiles 9 and 16, to construct a co-expression network. The network edges were specified to feature correlation coefficients of above 0.9, to ensure strong gene co-expression relationships. The centrality of the network is represented by the central degree [6]. It is possible to identify characteristic distance variables among genes. We attempted to describe the contribution that gene i makes to the status (i.e., the determining central status) of gene j in the network. The maximum core order is termed the main core or the highest k-core of the graph[7]. A k-core subgraph can be generated by recursively deleting the vertices from a graph whose degree is less than k [7]. Larger values clearly correspond to vertices with larger degrees and more central positions in the network structure. In this work, we apply the notion of k-core subgraphing to predict gene function similarity [13]. The nodes labeled by the same color may represent similar gene ontology terms. The highlighted ontologies of same-colored nodes were assessed by counting genes that featured the same gene ontology and the same color.

#### Real-time RT-PCR confirmation of differentially expressed genes

Real-time RT-PCR was used to verify the differential expression of twenty-six genes that were detected by the Affymetrix GeneChip. The primers used are listed in Additional file 1. Each real-time RT-PCR reaction (in 25 μL) contained 2×SYBR Green Realtime PCR Master Mix, 0.4 μM primers, and 0.5 μL of template cDNA. The cycling conditions consisted of an initial, single cycle of 5 min at 95°C, followed by 40 cycles of 30 sec at 95°C, 30 sec at 54°C, 15 sec at 72°C, and fluorescence acquisition at 83°C for 1 sec. The cDNA was synthesized using reverse transcriptase (Promega), oligo(dT) and random primers with 5 μg RNA from the same samples as those used in the microarray. The PCR amplifications were performed in duplicate for each sample. The gene expression levels were quantified relative to the expression of β-actin by employing an optimized comparative Ct (ΔΔCt) value method. The differences in gene expression levels between groups were compared using the Student's t-test. A *p value *< 0.05 was considered significant.

## Authors' contributions

FC and ZC conceived of the study and participated in its design and coordination. HHZ and LFZ performed the data analysis, LYZ and JW performed the experiment of animal model, FC and WL drafted the manuscript, and JL and SSW performed RT-PCR. All authors contributed to and approved the final manuscript.

## Supplementary Material

Additional file 1 **Primers of 26 genes selected from gene co-expression network**. In this table list 26 upsream primers and downstream primers used for RT-PCR. Click here for file

# Supplementary material for: Genes related to the very early stage of ConA-induced fulminant hepatitis: a gene-chip-based study in a mouse model
**Source:** BMC Genomics. 2010 Apr 15;11:240. doi: 10.1186/1471-2164-11-240
**Supplement:** Additional file 1 — Primers of 26 genes selected from gene co-expression network. In this table list 26 upsream primers and downstream primers used for RT-PCR.

**Additional files**

Additional file 1 Primers of 26 genes selected from gene co-expression network

In this table list 26 upsream primers and downstream primers used for RT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

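Liver RNA of mice was measured on 12 arrays, 3 in the control group at 0 h and 3 each at 1 h, 3 h and 6 h after ConA injection at 20 mg/kg, and all 12 columns of the deposited table were matched to a sample by its label. The table held linear intensities of 45101 probes as deposited by the authors, whose sample notes name MAS5 version 5.0, while the paper's methods name RMA-normalized signals. The sorted intensities differed between arrays and were not on a log scale, and they were read as MAS5-like signals. Each array's median signal lay between 13.6 and 20.4, and 17.5 to 23.2% of its probes were at the floor. The highest correlation of log2 values of any array with another was between 0.962 and 0.965.

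Signals were used without new scaling, values under the 20th percentile of the table (3.04) were set to that floor, log2 was taken, and 64 control probes were left out. Of the 45037 remaining probes, 34945 carried 1 gene symbol, 932 several and 9160 none. Symbols were brought up to date through the Entrez ID for 34741 probes, and 204 were not matched and kept theirs. Each of 18193 genes was represented by its probe with the highest mean. Acsl1 was not analysed here. Histology, serum values and the RT-PCR measurements themselves were not analysed here.

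Groups were compared in R 4.3.3 with limma 3.58.1, in 1 fit of 4 group means over the 12 arrays with moderated variances and no intensity trend, and Benjamini-Hochberg adjusted p under 0.05 was taken as the threshold. The contrasts were each time point against 0 h, 3 h against 1 h and 6 h against 3 h. The F test over the 3 contrasts against 0 h stood for the random variance model of the paper. The arrays' number limits the precision, and an array's replicate number was not taken to pair it with arrays of other groups, since residuals of 18 pairs with the same number had correlations from -0.011 to 0.038 and those with other numbers from -0.036 to 0.029.

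Genes past the F test were assigned to the 26 model profiles of Fig. 2 by the correlation of their group means with the profile. The number expected was the mean over all 24 orders of the time points. A one-sided binomial test was adjusted by Bonferroni over the 26 profiles, and it takes genes as independent, which they are not. Genes of profiles 9 and 16 were joined where Pearson's r of log2 values over the 12 arrays was above 0.9, and degree, clustering coefficient and core number were computed with igraph 2.1.4. Mpdz was added where a setting left it out of both profiles. Pairs of Table 2 genes were compared with 1000 random sets of as many genes, drawn from profile 9 over the 12 arrays and from the genes above the 25th percentile of mean signal after the mean of each time point was subtracted. Rank correlations across genes had 100000 permutations. The fit, the assignment to profiles and the network step were tested on simulated data.

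There were 32 lists of genes, of which 675 of 738 genes were measured: immediate-early genes, cytokines, chemokines, NF-kB feedback and endothelial adhesion genes, interferon response and antigen presentation genes, acute-phase genes, heat shock and endoplasmic reticulum stress genes, growth arrest and cell death genes, oxidative stress genes, cytochrome P450 and drug metabolism genes, bile acid synthesis and transport genes, fatty acid oxidation genes, cholesterol synthesis genes, gluconeogenesis, amino acid catabolism and urea cycle genes, circadian clock genes, cell junction and polarity genes, coagulation and fibrinolysis genes, pericentral hepatocyte genes, periportal hepatocyte genes, common reference genes, neutrophil markers, T cell markers, natural killer cell and cytotoxic lymphocyte markers, B cell markers, Kupffer cell markers, monocyte markers, sinusoidal endothelial cell markers, hepatic stellate cell markers, cholangiocyte markers, erythroid markers, platelet markers and the genes of Table 2. The last list was chosen by the study on these arrays. Each list was tested with limma's camera at a correlation of 0.01 and with an estimated correlation, adjusted over the 96 tests of lists and time points. The genes named were the 10 largest rises and the 10 largest falls at each time point past the threshold with all 3 arrays beyond the 3 control arrays (predicted genes without a name of their own passed over), the 4 largest changes of each list, every gene the paper names and the 5 genes with the most edges, and other names are said to be chosen after their values were seen. Values in the paper's tables had been seen when the rule was written.

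The alternatives were quantile normalization, a pseudocount of 1 without a floor, the probes brighter than the median, leaving out each array, an intensity trend, a replicate block, a fit of only the groups compared, unadjusted p, a change of at least 2-fold with and without the test, all probes in place of genes, a plain analysis of variance, a false discovery rate by permutation, profiles with 0 h kept first, r above 0.95, absolute r, r within time points and other probes of a gene. Fits without the 3 h arrays and with the medians of the probes brighter than the overall median aligned between arrays were added after the data were seen. The arrays were also split in other ways, all 10 splits of each comparison of 3 against 3 and 100 of the 12 arrays.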

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

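Of the tests in this part, those of the brightness of the whole array, of the amount of sample RNA signal and of genes that turned between 1 h and 3 h were chosen only after the result was seen.

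At 3 h 4428 probes were lower and 1700 higher than in the control group, and 87 genes were lower at 3 h and higher at 6 h with a difference between these time points that passed the test (26 genes after quantile normalization, 24 of them the same genes). Brightness of the whole array cannot be told apart from a change in the livers. Between 6 h and 3 h, 11 hybridization spike-in controls had a median log2 difference of -0.024. Against 0 h their medians were -0.17 at 3 h (all 11 lower, from -0.69 to -0.056) and -0.16 at 6 h (from -1.61 to 0.11). At 1 h their median was -0.11 (from -1.53 to 0.073). The medians over all genes were 0.08 at 1 h, -0.21 at 3 h and 0.02 at 6 h. The spike-in controls were thus lower at 3 h as the genes were. Their medians were also lower at 1 h and 6 h, where that of the genes was not. The amount of sample RNA signal cannot be told apart either, since 49.2% of the probes called at 3 h were lower after quantile normalization, and a scaling that gives all arrays 1 distribution moves the calls towards such a balance whatever shifted them. RNA degradation at 3 h stays open too. The 3' to 5' log2 ratio of 4 control transcripts was higher at 3 h than the mean of 0 h and 6 h, by a median of 0.13. That value lies between the bounds set beforehand for either outcome. Against 0 h alone the ratio of b-Actin was lower at 3 h (1.27 and 1.35 at 0 h), and those of the other transcripts were higher. The 5' signal of TransRec, 4.91 at 0 h and 3.62 at 3 h, lay near the floor of 3.04. A fall of many transcripts in the livers after ConA injection therefore stays open beside these.

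Other genes turned between time points too, each with a difference between the 2 time points that passed the test. From 1 h to 6 h, 4 genes were higher at 1 h and lower at 6 h. They and the genes below were named after their values were seen, and the 4 are the heat shock cochaperone Dnajb4 (log2 difference -1.43, limma adjusted p = 0.00012), Extl1 (-2.20, adjusted p = 7.2e-06), the kinase gene Mapk4 (-1.56, adjusted p = 0.00013) and the glucocorticoid-induced Tsc22d3 (-1.87, adjusted p = 6.8e-05). After quantile normalization 3 genes had this course, all 3 among these. From 3 h to 6 h, 3 genes were higher at 3 h and lower at 6 h, which were Shroom2 (log2 difference -1.45, adjusted p = 0.00093), Tbc1d2b (-1.33, adjusted p = 0.00042) and Zcchc2 (-1.92, adjusted p = 0.00036), and all 3 were among the 7 after quantile normalization. Nos1ap was the 1 gene lower at 1 h and higher at 6 h (log2 difference 2.60, adjusted p = 6.0e-06) and the 1 gene lower at 1 h and higher at 3 h (2.36, adjusted p = 2.0e-05), and was among the 3 and 4 genes with these courses after quantile normalization. Higher at 1 h and lower at 3 h were 7 genes, 5 of which kept this course after quantile normalization.

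The paper discusses none of the following groups. Higher at 6 h than in the control group were 41 interferon response and antigen presentation genes and 12 neutrophil markers, and 16 bile acid synthesis and transport genes were lower.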

How the results depend on the processing

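The fits without the 3 h arrays and with aligned medians were chosen only after the result was seen. Mpdz stayed lower at 3 h and 6 h under quantile normalization, a pseudocount of 1 without a floor, the probes brighter than the median, the intensity trend, the replicate block and without each array in turn, and counts of probes per time point, of genes past the F test and in profiles 9 and 16, the highest k-core, the edges of Mpdz and the share of joined pairs stayed within 1.5 times their value where no other value is given below. Quantile normalization and aligned medians set the arrays' distributions or medians equal, fewer arrays or groups in a fit leave less power, and added thresholds shorten lists by construction, and beyond these the cause was not tested. Values near the floor of 3.04 limit what can be seen of weak transcripts, since 17.5 to 23.2% of an array's probes lay at it. The settings for Acsl1 were not run, as the gene was not analysed here, and a Mpdz probe at the floor on every array gives no value. Without any array 2 remained in its group, so no lone array had to be assumed to vary like others.

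Under quantile normalization 193 probes were lower at 1 h, 2739 higher and 2655 lower at 3 h, 1776 higher and 1547 lower at 3 h than at 1 h, 2740 higher and 2826 lower at 6 h than at 3 h, and 492 genes lay in profile 16. With a pseudocount of 1 and no floor 3501 were lower at 3 h than at 1 h. In 2-group fits 181 were higher and 39 lower at 1 h, and 3139 lower at 3 h than at 1 h. Unadjusted p gave 3876 higher and 1363 lower at 1 h, 2967 and 9199 at 3 h, 8134 and 5730 at 6 h, 1773 and 11655 from 1 h to 3 h, and 11046 and 2160 from 3 h to 6 h. A change of at least 2-fold without a test gave 1846 and 1034 at 1 h, and with the test 1114 and 1971 at 3 h, 2904 and 1922 at 6 h, 586 and 2092 from 1 h to 3 h, 2473 and 469 from 3 h to 6 h, 2982 genes past the F test, 526 in profile 9 and 385 edges of Mpdz. Without the 3 h arrays 365 probes were higher at 1 h and 4516 genes passed the F test. Aligned medians gave 198 lower at 1 h, 2850 higher and 2497 lower at 3 h, 1969 and 1450 from 1 h to 3 h, and 2305 and 3492 from 3 h to 6 h. Over probes 12674 passed the F test, 1510 lay in profile 9 and 550 in profile 16. With r above 0.95 the highest k-core was 107, Mpdz had 219 edges and 57.0% of the Table 2 pairs were joined, and within time points these were 17, 4 and 1.33%. The next brightest Mpdz probe gave 0.076 at 1 h and -0.49 at 3 h, where it did not pass, and the dimmer one -1.45 at 1 h, where it passed. The rho with RT-PCR at 3 h was -0.081 with the median of a gene's probes.

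Over the fits without 1 array, from the lowest to the highest, 382 to 638 probes were higher and 74 to 123 lower at 1 h, 1369 to 1749 and 2521 to 4762 at 3 h, 4026 to 5557 and 2833 to 3915 at 6 h, 660 to 966 and 2718 to 5878 from 1 h to 3 h, and 3692 to 6707 and 718 to 1140 from 3 h to 6 h. Counts moved beyond 1.5 times at 1 h without ConA 1 h replicate 2 (382 and 74), at 3 h without control replicate 1 (2691 lower), control replicate 2 (2521 lower) and ConA 3 h replicate 3 (2757 lower), from 1 h to 3 h without ConA 1 h replicates 1 and 2 and ConA 3 h replicates 2 and 3 (2718, 3814, 3795 and 3091 lower), and from 3 h to 6 h without ConA 6 h replicate 2 (3692 higher) and replicate 3 (718 lower). Mpdz ran from -0.10 to 0.12 at 1 h, turning its sign without control replicate 2 (0.12) and ConA 1 h replicate 3 (0.03), from -1.02 to -0.80 at 3 h and from -1.72 to -1.41 at 6 h. The F test passed 5736 to 6973 genes, profile 9 held 774 to 979 and profile 16 189 to 353, 8 to 10 profiles held more genes than expected, the highest k-core was 261 to 385, Mpdz had 447 to 711 edges and 83.3 to 91.0% of the Table 2 pairs were joined.

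Of 96 results of lists at a time point, the camera call or direction of 78 was the same under quantile normalization (3 were lost, 4 gained, 10 uncalled medians turned and 1 reversed), 82 in the brighter probes (8 lost, 5 turned, 1 reversed) and 94 with the pseudocount (1 gained, 1 turned), and 1080 of 1152 with an array left out (19 lost, 26 gained, 20 turned, 7 reversed). Those that reversed, with a camera call before or after the change of sign and medians before subtraction, were the median log2 change of oxidative stress genes at 3 h (0.089 under quantile normalization, 0.071 without control replicate 2, 0.048 without ConA 3 h replicate 2, range -0.080 to 0.071), the median log2 change of B cell markers at 1 h (0.0089 in the brighter probes, range -0.58 to -0.090 without 1 array), the median log2 change of B cell markers at 3 h (0.33 without control replicate 2, 0.35 without ConA 3 h replicate 1, range -0.21 to 0.35), the median log2 change of erythroid markers at 1 h (-0.16 without control replicate 1, -0.25 without ConA 1 h replicate 3, range -0.25 to 0.019) and the median log2 change of cholesterol synthesis genes at 1 h (-0.29 without ConA 1 h replicate 1, range -0.29 to 0.13). Of 373 results of named genes, 355 were the same under quantile normalization (11 lost, 7 turned), 363 with the pseudocount (10 lost), 372 with the trend (1 lost) and 360 with the block (13 lost), 350 of 351 in the brighter probes (1 gained), and 4184 of 4476 with an array left out (258 lost, 1 gained, 33 turned).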

Differences from the paper's values

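The paper states no threshold for its counts of probes, so the counts here at an adjusted p under 0.05 are set beside them with that limit. At 1 h the paper's value is 1559 probes increased and 579 were higher here, a difference that ended under a change of at least 2-fold without a test (1846) and under no other alternative set before the data were examined. For probes decreased at 1 h the paper's value is 1794 and 115 were lower here, and the difference ended under unadjusted p (1363) alone. Probes increased at 3 h are 3040 in the paper and 1700 here, and the difference ended under quantile normalization (2739) and unadjusted p (2967), not under the others, and also with aligned medians (2850), a setting chosen after seeing the values, for which the probes dropped from the paper's cannot be counted because the paper names none of them.

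The paper's ANOVA declared 1473 genes and 6906 passed here, and the difference remained under every alternative set before the data were examined. Profile 9 held the paper's 209 genes and 973 here, and profile 16 the paper's 118 and 273 here, and both differences remained under every alternative. The paper's highest k-core is 11 and that of the network here 331, a difference that remained under every alternative. The network here held 1246 genes and the paper's profiles 9 and 16 held 327, which limits every comparison of degrees here and below. Mpdz has the paper's degree of 34 (10.4% of the genes) and 644 edges here (51.7%). This difference ended under no alternative but turned within time points, where Mpdz had 4 edges. For Mpdz the clustering coefficient is 0.38 in the paper and 0.689 here, a difference that ended with r above 0.95 alone. Within time points the coefficient of Mpdz was 0.167, below the paper's, so that the difference turned.

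The degrees of the other genes of Table 2 also differed, the paper's value given before the one here: Aldh8a1 26 and 703, Car5a 20 and 703, Cmtm8 26 and 567, Fastkd1 20 and 547, Fbxo3 29 and 619, Gpd1l 19 and 749, Hlf 17 and 618, Klb 19 and 652, Map2k6 17 and 497, Msrb2 18 and 393, Mtap 16 and 191, Ormdl1 31 and 765, Pard3 15 and 682, Pde7b 23 and 635, Polg2 23 and 657, Slc29a1 31 and 657, Sox5 26 and 587, Stard5 15 and 644, Tert 20 and 584, Colec11 14 and 695, Dpp4 15 and 108, Cdh2 15 and 711, Colec12 14 and 651 and Fn3k 13 and 663. With the mean of each time point subtracted, the difference ended for Aldh8a1, Car5a, Gpd1l, Klb and Ormdl1, and no other alternative ended one. Under that setting the rest of these genes had fewer edges than the paper gives, so their differences turned. So did those of Mtap (7 edges) and Dpp4 (4 edges) with r above 0.95. The clustering coefficients differed for 5 genes besides Mpdz, with the paper's value first. Cmtm8 had the paper's 0.464615375 and 0.725 here, which ended under quantile normalization, without control replicate 2, with r above 0.95, with absolute r and within time points. Msrb2 had the paper's 0.509803951 and 0.782 here, which ended under quantile normalization, without any 1 of the ConA 6 h replicates, with r above 0.95 and with absolute r. Slc29a1 had the paper's 0.393548399 and 0.662 here, which ended with r above 0.95. Tert had the paper's 0.452631593 and 0.702 here, which ended without ConA 6 h replicate 2, without ConA 6 h replicate 3, with r above 0.95 and with absolute r. Dpp4 had the paper's 0.495238096 and 0.760 here, which ended without ConA 6 h replicate 3 and with r above 0.95. The alternatives not named left each difference in place, except within time points. There Slc29a1 and Tert had fewer than 2 edges and so no coefficient, and Msrb2 and Dpp4 had one of 0, below the paper's values.

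Some directions and rankings differed as well. The paper has more probes decreased than increased at 1 h, whereas 83.4% of the changed probes were higher here and 70.7% after quantile normalization. The paper describes Mpdz as falling over all 4 time points. Here its brightest probe was level at 1 h (log2 change -0.02) and lower at 3 h and 6 h. A dimmer probe was lower at 1 h too (log2 change -1.45). Read as headed, the paper's Table 3 has Mpdz higher than the control by RT-PCR, with 3.02 at 1 h, 6.28 at 3 h and 3.96 at 6 h. The values at 1 h and 3 h are marked there as different from 0 h. Profiles 9 and 16 are the paper's most significant ones, whereas profile 16 ranked 6 here and 2 after quantile normalization, with profile 9 ranked 1 in both. Among the 10 profiles the paper colours, 5 held more genes than expected here and 9 after quantile normalization. Mpdz stands at the centre of the paper's network and had rank 143 by edges here, and its clustering coefficient, lower than those of other genes in the paper, was the 14th lowest of 25 here.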

Other observations

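The tests of the shared time course and of the brightness of the arrays, the rank correlations with the paper's network values and the tests of explanations for the RT-PCR values were chosen only after the result was seen. Among markers of immune cells more rose than fell at 6 h after ConA injection, and those of neutrophils rose from 1 h on. Of 14 neutrophil markers, 7 were higher at 1 h, 9 at 3 h and 12 at 6 h (14 higher when adjusted over the list alone, limma camera adjusted p = 4.8e-10, a call that held with an estimated correlation), and the calcium-binding S100a9 had a log2 change of 5.04 (adjusted p = 2.1e-06). Among 15 T cell markers, 6 rose and 9 did not pass the test at 6 h (7 higher when adjusted over the list alone, camera adjusted p = 0.0017, 0.030 with an estimated correlation), with the coreceptor Cd28 at 2.52 (adjusted p = 0.0016) and the adhesion molecule Cd2 at 2.10 (adjusted p = 0.0018). Natural killer cell and cytotoxic lymphocyte markers numbered 15, of which 4 rose and 11 did not pass the test at 6 h (4 higher when adjusted over the list alone, camera adjusted p = 0.0055, 0.045 with an estimated correlation), among them the transcription factor Tbx21 (log2 change 3.36, SE 0.38, adjusted p = 0.00021). Of 11 monocyte markers, 7 rose, 1 fell and 3 did not pass the test (7 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0032, adjusted p = 0.051 with an estimated correlation), and the Fc receptor Fcgr4 rose (log2 change 2.80, SE 0.10, adjusted p = 4.4e-07) while the fractalkine receptor Cx3cr1 fell (log2 change -2.74, SE 0.59, adjusted p = 0.0067). Of 12 B cell markers, 2 rose and 10 did not pass the test (2 higher when adjusted over the list alone, camera adjusted p = 0.076, 0.037 without control replicate 2), with the IgE receptor Fcer2a at 1.58 (adjusted p = 0.0075). At 3 h the B cell list had a median log2 change of -0.12 before subtraction of the median over all genes (0.095 after it) and a mean of 0.13 with camera's direction upward. Its direction was downward at 1 h, where all 12 genes did not pass the test. The median there was -0.46 after subtraction (camera adjusted p = 0.011, adjusted p = 0.25 with an estimated correlation). This call was lost without control replicate 2 (camera adjusted p = 0.12) and without ConA 1 h replicate 1 (0.25).

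Among markers of sinusoidal endothelial, hepatic stellate and Kupffer cells more fell than rose at 6 h. Of 18 sinusoidal endothelial cell markers, 2 rose, 10 fell and 6 did not pass the test at 6 h (3 higher and 10 lower when adjusted over the list alone, limma camera adjusted p = 0.0023, adjusted p = 0.52 with an estimated correlation), with the VEGF receptor Kdr at -2.30 (adjusted p = 0.00014) and the orphan receptor Gpr182 at -2.45 (adjusted p = 0.00015). Of 17 hepatic stellate cell markers, 11 fell and 6 did not pass the test (13 lower when adjusted over the list alone, camera adjusted p = 0.00036, adjusted p = 0.26 with an estimated correlation), with the retinol acyltransferase Lrat at -3.43 (adjusted p = 0.0018) and the receptor Pdgfrb at -2.14 (adjusted p = 0.0071). Kupffer cell markers numbered 15, of which 2 rose, 5 fell and 8 did not pass the test (3 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.14, 0.031 without control replicate 3), among them the iron exporter Slc40a1 at -1.76 (adjusted p = 7.4e-05). At 1 h all 15 Kupffer cell markers did not pass the test, and camera's direction was upward (median 0.17, camera adjusted p = 0.030). That call was lost with an estimated correlation (adjusted p = 0.58) and without control replicate 3 (camera adjusted p = 0.47). Of 11 cholangiocyte markers, 1 rose, 2 fell and 8 did not pass the test (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.48), with the keratin Krt23 at -3.20 (adjusted p = 0.0021) and the transcription factor Sox9 at 1.47 (adjusted p = 0.0045). Before subtraction of the median over all genes that list had a median of 0.32 at 1 h (0.24 after it, mean 0.07, camera's direction downward) and -0.14 at 3 h (0.077 after it, mean -0.23, direction upward). Of 11 erythroid markers, 1 fell and 10 did not pass the test (1 lower when adjusted over the list alone, camera adjusted p = 0.22), the 1 that fell being Fech of heme synthesis (log2 change -0.53, SE 0.09, adjusted p = 0.0023), and at 1 h the list had a median of 0.01 before subtraction (-0.067 after it), a mean of -0.11 and camera's direction downward. Of 11 platelet markers, 3 rose and 8 did not pass the test (3 higher when adjusted over the list alone, camera adjusted p = 0.42), with the chemokine Ppbp at 2.10 (adjusted p = 0.0014). Of 14 common reference genes, 3 rose and 11 did not pass the test (3 higher when adjusted over the list alone, camera adjusted p = 0.31) and 3 were higher and 2 lower after quantile normalization, with the tubulin gene Tubb5 at 0.98 (adjusted p = 0.0047). Cell junction and polarity genes at 1 h had a median of 0.07 before subtraction (-0.0062 after it), a mean of 0.06 and camera's direction downward.

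The means of the paper's Table 3 can be read as headed, with the control below. They then went against the array for 22 of 23 genes at 3 h and 18 of 23 at 6 h. Read with the control above, they went the same way for these genes. All 23 were lower on the array at both time points, 20 of them past the test at 3 h. Map2k6 at 3 h had 0.29 times its control level on the array and 31.29 (SD 90.44) in the paper's table. Read as headed, Gpd1l (0.35), Car5a (0.54) and Pde7b (0.44) are marked by the paper as different from 0 h at 6 h. They are lower, as on the array. Dpp4 (14.91) is the only compared gene marked and higher at 6 h. At 3 h the marked genes are higher except Gpd1l (0.76). Many of the unmarked means have a larger SD, such as that of Aldh8a1 at 6 h (16.47, SD 40.57). The paper's text calls Pard3, Aldh8a1, Cmtm8 and Fbxo3 higher than the controls without significance, which is the reading as headed, and on the array their ratios to the control group at 3 h were 0.627, 0.640, 0.529 and 0.603. The columns are headed as differences of cycle numbers but hold means up to 60.46 (Cmtm8 at 3 h) at the time points used here and were read as ratios, and Fastkd1 stands in 2 differing lines of the table and Cdh2 in none, so neither was compared. Against a fall of the reference gene stands a log2 change of Actb of -0.031 at 3 h (SE 0.08), and against the choice of the probe that 1 gene had the direction of RT-PCR at 3 h when the median over its probes was used. Whether the paper's ratios run from treated to control cannot be told apart by their ranks, since Spearman's rho across the genes, which are not independent, was -0.40, 0.19 and 0.490 at 1 h, 3 h and 6 h (permutation p = 0.061, 0.39 and 0.018, adjusted p = 0.092, 0.39 and 0.053).

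Table 2 genes were joined in 261 of 300 pairs over the 12 arrays. A shared course over the time points may account for most of these links, since 1.33% of the pairs had r above 0.9 after the mean of each time point was subtracted. After quantile normalization 87.3% of the pairs had r above 0.9, so the links were not lost under that scaling. This share cannot decide whether brightness of the arrays was the whole cause, since the study chose these genes for links on these arrays. The paper's methods name RMA, which includes quantile normalization. For the weaker link left within time points, brightness shared there cannot be told apart from other sources, since the median r of these pairs was 0.423 after the subtraction alone (central 95% of random sets of genes, dim ones left out, 0.028 to 0.293) and 0.240 with quantile normalization as well (random sets -0.049 to 0.065), and genes chosen for their links on these arrays would exceed random sets whatever joined them. Across the 25 genes, the paper's degree and the number of edges here had a rho of 0.035 (permutation p = 0.87), and the clustering coefficients one of 0.137 (permutation p = 0.51, adjusted p = 0.77).

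Other splits of the arrays were tried. Among 100 splits of the 12 arrays into 4 groups of 3, 1 gave as many genes past the F test as the real one, which was that split itself (6906 genes, highest other 1311), so that chance can be excluded. Comparisons of 3 arrays against 3 allow 10 splits, which is too few for a share under 0.05. In 2-group fits the real split and the highest other gave 220 and 7 probes at 1 h, 4506 and 10 at 3 h, 7999 and 3 at 6 h, 3789 and 11 between 1 h and 3 h, and 6161 and 16 between 3 h and 6 h.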
